A study of Mus musculus with 24 samples.

How the data were processed

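RNA of sorted mouse bone marrow cells had been sequenced in 24 libraries for 76 cycles, from total RNA and a low-input library kit, per the labels. Genotype, CD135 gate, reporter gate and replicate number were taken from the labels, which gave 8 groups of n = 3 with no library left unmapped. Each of 6 description numbers is shared by 4 populations of 1 genotype. The labels do not say that replicates are separate animals, so p-values measure the spread between these samples, which may be technical in part.

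Per the submitters' processing notes, reads were trimmed with Trimmomatic 0.33, counted with HTSeq 0.6.1 and normalised with edgeR (version not given) on mm10. The aligner is not given in the sources used here. The deposited signal values are normalised counts made by the authors before deposit, and the normalisation function is not stated. Only 0.59% of values above 0 lay within 0.001 of a whole number, so whole reads could not be recovered, no count model was fitted and depth in reads is unknown. Some libraries list no gene at 0 while others list between 755 and 2126, so a 0 and a small fraction are not comparable between libraries. Gene names and coordinates came from GENCODE M21 (GRCm38/mm10) for 16985 of 17149 gene identifiers, and 164 had no entry.

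Low values were judged in ppm of a library's total. Genes with at least 1 ppm in at least 3 libraries were kept, 16215 in all. Values were put on the scale log2(value + 4.1), where 4.1 normalised counts are 0.5 ppm of the mean library total. Changes on this scale understate those of genes near 0. The median change over all genes was 0.19 for KO against Ctrl in HSC GFP-positive cells and for LMPP against HSC in GFP-positive cells. It was -0.24 for GFP in Ctrl HSC and -0.22 for GFP in KO LMPP. Among interactions it was -0.33 for genotype and population in GFP-positive cells and 0.17 for genotype and GFP in HSC. Values were not shifted for this median. A linear model with 8 group means was fitted to all 24 libraries with limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend, 16 residual and 9.53 prior degrees of freedom). p-values were adjusted by Benjamini-Hochberg within each comparison, and a gene passed, and is said to rise or fall, at an adjusted p under 0.05. There were 14 comparisons: KO against Ctrl in 4 populations, GFP-positive against GFP-negative in 4, LMPP against HSC in Ctrl in 2 and 4 interactions. Means and SDs are of normalised counts, and log2 changes with SE are from the model. Exact two-sided permutation tests were made for Tal1 and Rag2 in each population. With 3 against 3 libraries their smallest p is 0.1.

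Fixed gene lists, written before the data were examined, were tested with camera at a preset correlation of 0.01 and with a correlation estimated for each list, adjusted over all pairs of list and comparison. They were lymphoid priming, B lineage, T and NK lineage, erythroid, megakaryocyte and platelet, mast cell with basophil and eosinophil, granulocyte and monocyte, dendritic cell and antigen presentation, stem cell, TAL1 complex with E and Id proteins, cell cycle, interferon response, immediate early and stress, stroma and endothelium, mitochondrially encoded and ribosomal protein. A sex-linked list served as a sample check. For each list the members passing over all genes and after adjustment over the list alone were counted. A list test asks whether members move together relative to other genes, so its direction can differ from the median.

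The genes named were fixed by a rule written before the data were examined. It took the 10 largest rises and falls that passed, with every library of one group above every one of the other and a mean of at least 5 ppm in the higher group. It took 5 of each for an interaction, without the overlap condition. Tal1, Rag2, Rag1, Dntt, Il7r and Flt3 were always read, with up to 6 passing members of each list that passed. Predicted genes, clone names and antigen receptor V, D and J segments were excluded. Where fewer than 5 genes passed, the 5 with the smallest p were read. Some genes that the rule took are not reported here, and counts include them.

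The shares of genes whose libraries did not overlap between groups were 13.5, 17.9, 11.6 and 9.85% for KO against Ctrl (HSC GFP-negative, HSC GFP-positive, LMPP GFP-negative, LMPP GFP-positive), where chance gives 10%. For GFP they were 18.2% (Ctrl HSC), 14.4% (Ctrl LMPP), 14.8% (KO HSC) and 19.1% (KO LMPP), and for LMPP against HSC 15.6 and 14.7%. The method was tested on simulated data made from these libraries, with 100 genes changed at each fold. In the 4 KO comparisons, in the same order, it recovered 43, 41, 49 and 46% of 4-fold changes and 84, 83, 92 and 84% of 16-fold changes. It called 17, 6, 16 and 19 of 15339, 15335, 15349 and 15383 unchanged genes. Among all simulated calls, these false ones exceeded the share that the adjusted threshold of 0.05 allows, except in HSC GFP-positive cells. Genes that passed may therefore include more false calls than the threshold implies. As recovery was incomplete, a gene that did not pass may have changed by 4-fold.

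Alternatives fixed before the data were examined were a pseudocount of 0.1 ppm, no filter, median-of-ratios rescaling, a fit to the libraries of each comparison alone, replicate number as a block and leaving out each library in turn. After the data were seen, a fit without the 2 libraries of low detection and a fit with limma array weights were added. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.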

Results

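Bulk RNA was sequenced from 24 libraries of sorted mouse bone marrow progenitors. The transcription factor gene Tal1 was either floxed and intact (Ctrl) or floxed in the presence of the blood-wide Vav-iCre recombinase (KO). All animals carried a GFP reporter of Rag2, a gene of the recombinase that rearranges antigen receptor loci. Within the Lin-negative, Sca1-positive, Kit-positive (LSK) compartment, CD135-negative cells (HSC) and CD135-positive cells (LMPP, lymphoid-primed multipotent progenitors) were each divided into GFP-negative and GFP-positive cells. This gave 8 groups of n = 3. The values were the authors' normalised counts for 17149 genes, with library totals between 6906083 and 11969093. Sequencing depth in reads is unknown. The number of genes above 1 normalised count was 11982 in Ctrl HSC GFP-positive replicate 2 and 11684 in KO LMPP GFP-positive replicate 3, against 13583 to 15957 in the other libraries. These are called the 2 libraries of low detection.

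The targeted gene was read first. Tal1 (ENSMUSG00000028717, chromosome 4, 115056426 to 115071755 on the plus strand, GRCm38/mm10) stood at 364 ± 137 normalised counts (SD, n = 3) in KO HSC GFP-negative cells against 1790 ± 296 in Ctrl. It stood at 243 ± 90.2 against 511 ± 266 in HSC GFP-positive, 306 ± 45.5 against 778 ± 178 in LMPP GFP-negative and 66.6 ± 68 against 496 ± 91.4 in LMPP GFP-positive cells. The log2 differences were -2.34, -1.02, -1.32 and -3.82, and in limma's test only that of LMPP GFP-positive cells passed adjustment over all genes (adjusted p = 0.418, 0.513, 1 and 0.0307). For each population alone, the exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. The LMPP GFP-positive value was enlarged by KO replicate 3, the library of low detection, which listed Tal1 at 0.499. Without it the log2 difference was -2.35 (adjusted p = 0.058), and 4 of the 6 fits that left out 1 library did not pass, with adjusted p up to 0.195. Nor did it pass with a pseudocount of 0.1 ppm (-4.44, adjusted p = 0.17) or from these 6 libraries alone (-3.79, adjusted p = 0.866). Without both libraries of low detection Tal1 passed in LMPP GFP-positive cells (-2.35, adjusted p = 0.0022) and in HSC GFP-negative cells (-2.34, adjusted p = 0.000355), and with array weights likewise (-2.43 in each, adjusted p = 0.000832 and 3.15e-05). HSC GFP-negative cells also passed from their 6 libraries alone (-2.34, adjusted p = 0.0151). With replicate number as a block Tal1 passed in LMPP GFP-positive cells (-3.82, adjusted p = 0.00806) but not in HSC GFP-negative cells (-2.34, adjusted p = 0.203). In HSC GFP-positive cells the difference ranged from -1.28 to -0.63 when 1 library was left out, and was -0.63 without both libraries of low detection and -0.59 with array weights, passing in none of these. A gene-level value cannot separate the floxed part of Tal1 from the rest of its transcript, so residual signal does not measure incomplete deletion.

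Rag2 (ENSMUSG00000032864, chromosome 2, 101624718 to 101632529, GRCm38/mm10) checked the reporter sort. It was 456 ± 145 in Ctrl HSC GFP-positive cells against 27.8 ± 21.8 in GFP-negative cells, and 1330 ± 284 against 105 ± 55.6 in Ctrl LMPP (log2 changes 4.14 and 3.71, limma adjusted p = 5.51e-05 and 0.0027). In KO LMPP it was 1770 ± 744 against 67.6 ± 30.9 (4.63, adjusted p = 2.29e-05). In KO HSC it was 374 ± 56.4 against 83.8 ± 20.8, and the log2 difference of 2.12 did not pass (adjusted p = 0.0828). Every GFP-positive library lay above every GFP-negative library of its population, and the exact two-sided permutation p was 0.1 in each. Without Ctrl LMPP GFP-negative replicate 3 the Ctrl LMPP value was 3.39 (adjusted p = 0.0706). The KO HSC difference passed without the 2 libraries of low detection (adjusted p = 0.0198), with array weights (adjusted p = 0.00267) and from its 6 libraries alone (adjusted p = 0.0484). It also passed with the description number as a block (adjusted p = 0.0383), though the labels do not tie that number to an animal. The Ctrl HSC difference did not pass from its 6 libraries alone (4.11, adjusted p = 0.21). Between genotypes Rag2 did not pass in any of the 4 populations, with log2 differences of 1.77, -0.25, -0.57 and 0.35 and adjusted p of 0.391, 0.873, 1 and 0.862, although in HSC GFP-negative cells the KO libraries (68 to 107) all lay above those of Ctrl (4.99 to 48.4).

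**Figure D1:**
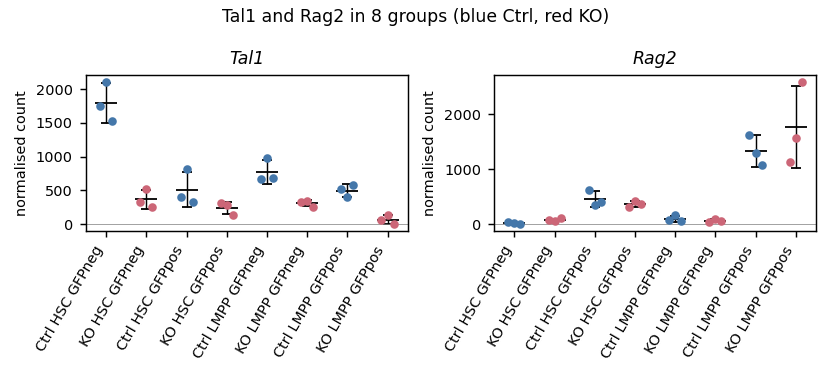
Normalised counts of Tal1 and Rag2 in each library of the 8 groups. Points are libraries, bars are means with SD over 3 libraries, blue is Ctrl and red is KO. Mean Tal1 in KO HSC GFP-negative cells was 364 against 1790 in Ctrl, and mean Rag2 in Ctrl LMPP was 1330 in GFP-positive cells against 105 in GFP-negative cells.

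Before the comparisons, the lists that passed camera in none of them can be set aside. In the 10 comparisons between groups these were the stroma and endothelium list and the immediate early and stress list. In KO against Ctrl HSC GFP-negative cells their medians were -0.17 and 0.22 (adjusted p = 0.166 and 0.935). Pecam1 in Ctrl HSC by GFP and Nr4a1 in GFP-positive Ctrl LMPP against HSC were their only members that passed over all genes, both rising. Over each list alone both passed too. By GFP, 2 of 7 stroma and endothelium members rose and 2 fell over the list alone in KO LMPP, and in KO HSC 1 of 15 immediate early and stress members fell.

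The first question was what loss of Tal1 changes in CD135-negative LSK cells that do not report Rag2. In KO HSC GFP-negative cells the mast cell proteases rose from near absence. Mcpt4 was 515 ± 414 normalised counts against 0.0328 ± 0.0567 in Ctrl (log2 change 6.18, SE 0.89, limma adjusted p = 0.00139, n = 3 each). Cma1 was 870 ± 732 against 2.8 ± 0.205 and Tpsb2 805 ± 684 against 1.28 ± 2.21. Gzmb, which encodes the cytotoxic granule protease granzyme B, was 740 ± 417 against 6.37 ± 3.57 (adjusted p = 0.000142). Adult beta globin Hbb-bs was 1450 ± 304 against 72.5 ± 48.5 (4.40, adjusted p = 0.019). Copies of a globin are near-identical, so the division between Hbb-bs and Hbb-bt, and between Hba-a1 and Hba-a2, is uncertain. Hes1, a Notch target, rose by 3.43. Csf3r, the G-CSF receptor, fell to 464 ± 155 against 1520 ± 360 (log2 change -1.73, adjusted p = 0.0101). Cyp11a1, Kif26b, Scin, Hbb-bt, Hba-a1 and Il6 also rose, and Phldb2 and Adgrl4 also fell.

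By fixed gene lists, the mast cell, basophil and eosinophil list moved furthest in this comparison: 3 of 14 members tested rose (Cma1, Tpsb2, Il6), none fell and 11 did not pass. Adjusted over the list alone, 8 rose. The median log2 change was 2.41, and camera gave adjusted p = 4.14e-15, or adjusted p = 0.00962 with an estimated correlation. Of the T and NK lineage list 2 of 16 rose, Gzmb and Hes1, neither of which is specific to T or NK cells. Over that list alone 4 rose and 1 fell (median 0.32, camera adjusted p = 7.8e-05, adjusted p = 0.0459 with an estimated correlation). Of the erythroid list 3 of 22 rose, all globins, and over the list alone 5 rose. Its median was 0.02 and its mean 0.84 (camera adjusted p = 0.000149, adjusted p = 0.151 with an estimated correlation, and 0.0603 without KO replicate 2). The stem cell list had a median of -0.39 with none of 28 members passing, or 1 fall over the list alone (camera adjusted p = 0.00038, adjusted p = 0.126 with an estimated correlation). The granulocyte and monocyte list had a median of -0.16, with Csf3r falling and 2 falls over the list alone (camera adjusted p = 0.00553, adjusted p = 0.379 with an estimated correlation, and 0.106 without KO replicate 3). The TAL1 complex, E protein and Id protein list had a median of -0.22 with no member passing, or 1 rise and 2 falls over the list alone (camera adjusted p = 0.0206, adjusted p = 0.0663 with an estimated correlation). Its preset call was lost without Ctrl replicate 2 or KO replicate 3 (adjusted p = 0.0743 and 0.279). The lymphoid priming list as a whole did not move in 1 direction (median -0.00, mean 0.04, test direction down, adjusted p = 0.889). Its members went both ways: over all genes 1 member fell, and over the list alone 4 rose and 3 fell. Dntt, the terminal transferase of lymphoid progenitors, was 236 ± 124 against 213 ± 67.1 (log2 difference 0.03), and Flt3 was 447 ± 317 against 797 ± 220 (-1.05), neither passing.

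In all, 22 genes rose and 4 fell of 16215 tested, and 557 had an unadjusted p under 0.05. Leaving out Ctrl replicates 1, 2 and 3 in turn gave 10, 8 and 12 genes, and KO replicates 1, 2 and 3 gave 9, 6 and 48. Of the 17 passing genes taken by the naming rule, 11, 12 and 7 and then 11, 13 and 0 lost their call in these fits, and Gzmb, Kif26b and Mcpt4 were among those that passed in all 6. The count was 52 without the 2 libraries of low detection, 174 with array weights and 13 with a pseudocount of 0.1 ppm. From these 6 libraries alone it was 15, of which 5 were among the 26. Gzmb, Hbb-bs and Kif26b passed there, while Mcpt4, Cma1, Tpsb2, Hes1 and Csf3r did not (adjusted p = 0.0589, 0.0527, 0.197, 0.103 and 0.0647).

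Among GFP-positive HSC, the CD135-negative cells that report Rag2, a few genes of T lineage cells were lower in KO. Bcl11b, a transcription factor of T lineage commitment (chromosome 12, 107910403 to 108003602, GRCm38/mm10), was 2.02 ± 2.41 in KO against 134 ± 53.2 in Ctrl (log2 change -4.49, SE 0.43, limma adjusted p = 2.17e-06). That SE pools the spread of all 8 groups, some with Bcl11b near 0. From these 6 libraries alone Bcl11b did not pass (-4.43, limma adjusted p = 0.613). Ccr7, a chemokine receptor, was 2 ± 1.89 against 266 ± 215, Il2rb, a chain of the IL-2 and IL-15 receptors, 2.37 ± 3.51 against 112 ± 103, and Tcrg-C2, a T cell receptor gamma constant segment, 15.5 ± 10.2 against 131 ± 103 (adjusted p = 0.0198, 0.0359 and 0.037). Cd33 and Mgam also fell, by 3.48 and by 3.95. Gzmb was 363 ± 161 in KO against 1.82 ± 2.92 (5.97, adjusted p = 5.23e-05). Cdh1, which encodes E-cadherin, was 115 ± 63.8 against 0.159 ± 0.113 (4.68, adjusted p = 2.56e-05), St8sia6, a sialyltransferase gene, 177 ± 90.4 against 0.179 ± 0.127, and Ms4a2, the beta chain of the IgE receptor, 236 ± 97.2 against 0.73 ± 1.03. Hbb-bs rose by 4.78 and Slc4a1, the red cell anion exchanger, by 4.25. Tcf7 was 107 ± 61 against 1060 ± 1220, Trbc1 90.3 ± 8.88 against 310 ± 134 and Dntt 970 ± 377 against 3350 ± 1570, and none of these passed (adjusted p = 0.211, 0.228 and 0.0739).

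The lymphoid priming list was lower in KO HSC GFP-positive cells, with a median log2 change of -0.57 (camera adjusted p = 4.28e-06, adjusted p = 0.0187 with an estimated correlation). None of its 19 members passed over all genes, and adjusted over the list alone 5 fell. Of the T and NK list 1 of 16 rose (Gzmb) and 2 fell (Bcl11b, Il2rb), and over the list alone 1 rose and 6 fell. Its median was -0.64 (camera adjusted p = 0.00444, adjusted p = 0.138 with an estimated correlation). The call was lost without Ctrl replicate 2, the library of low detection, though the median of the T and NK lineage list stayed at -0.59 (adjusted p = 0.0637), and without both such libraries (median -0.49, adjusted p = 0.409). Of the erythroid list 4 of 22 rose (Hbb-bs, Hba-a1, Slc4a1, Zfpm1), and over the list alone 9 rose (median 1.56, camera adjusted p = 4.39e-07, adjusted p = 0.0611 with an estimated correlation). The granulocyte and monocyte list had a median of -1.16 with no member passing, or 1 fall over the list alone (2.19e-07, adjusted p = 0.108 with an estimated correlation). Of the mast cell, basophil and eosinophil list Ms4a2 rose, 4 over the list alone (median 1.04, camera adjusted p = 0.0244, adjusted p = 0.425 with an estimated correlation). Its preset call was lost without Ctrl replicate 1, Ctrl replicate 2 or KO replicate 2 (adjusted p = 0.0623, 0.0776 and 0.114), and its median was 0.47 without the 2 libraries of low detection. The mitochondrially encoded list had a median of -0.66, with none of 14 passing and 3 falls over the list alone (camera adjusted p = 8.94e-08, adjusted p = 0.196 with an estimated correlation). The TAL1 complex list had a median of -0.20 with no member passing, or 2 rises and 4 falls over the list alone (camera adjusted p = 0.0259, adjusted p = 0.0776 with an estimated correlation). Its preset call was lost without Ctrl replicate 1, Ctrl replicate 2 or KO replicate 3 (adjusted p = 0.0582, 0.0765 and 0.0546), and without both libraries of low detection the median was -0.34 (adjusted p = 0.11). The ribosomal protein list had a median of -0.52 beside an all-gene median of 0.19, with 1 fall among 78 members and 6 falls over the list alone (3.11e-23, adjusted p = 0.108 with an estimated correlation).

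In this population 51 genes rose and 19 fell, and 2476 had an unadjusted p under 0.05. With Ctrl replicate 1, 2 or 3 left out, 350, 26 or 706 genes passed, and with KO replicate 1, 2 or 3 left out, 37, 8 or 10. Of the 22 named genes that passed, 1, 14 and 0 and then 6, 16 and 15 lost their call in these fits, and Bcl11b, Cdh1, Gzmb, Ms4a2 and St8sia6 passed in all 6. The count was 312 without the 2 libraries of low detection, 4 with array weights and 0 from these 6 libraries alone, and Bcl11b fell below the filter on low values without the 2 libraries of low detection. Il2rb and Tcrg-C2 did not pass without those libraries (limma adjusted p = 0.061 and 0.0859) or with a pseudocount of 0.1 ppm (0.0766 and 0.114). With array weights Ccr7, Il2rb and Tcrg-C2 did not pass (adjusted p = 0.166, 0.414 and 0.414).

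**Figure D2:**
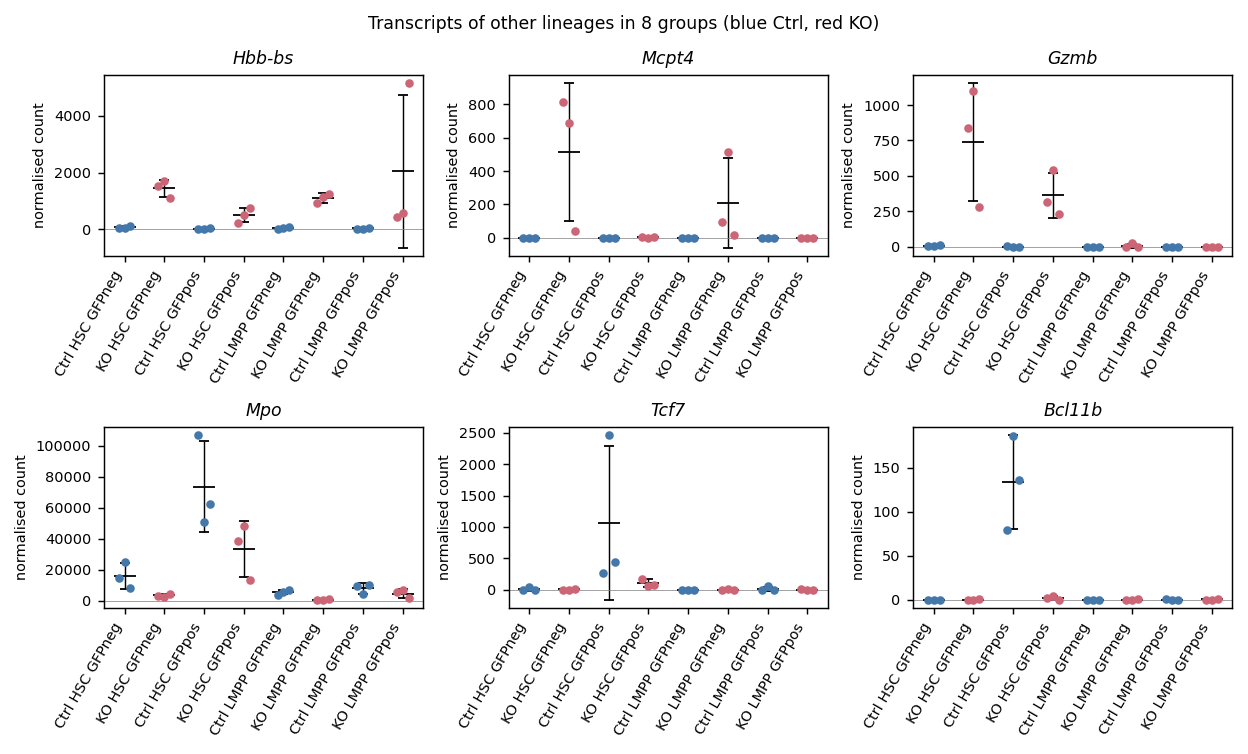
Normalised counts of Hbb-bs, Mcpt4, Gzmb, Mpo, Tcf7 and Bcl11b in each library of the 8 groups. Points are libraries, bars are means with SD over 3 libraries, blue is Ctrl and red is KO. Mean Bcl11b was 134 in Ctrl HSC GFP-positive cells and 2.02 in KO, and mean Gzmb was 363 in KO HSC GFP-positive cells and 1.82 in Ctrl.

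In LMPP GFP-negative cells 2 genes of myeloid granules were lower in KO: Mpo, which encodes myeloperoxidase, was 647 ± 167 against 5510 ± 1450 (log2 change -3.07, SE 0.49, limma adjusted p = 0.00723), and Ctsg, which encodes cathepsin G, 3.69 ± 5.61 against 139 ± 13.1 (-4.42, adjusted p = 0.0253). Atp8b4, a phospholipid transporter gene, fell from 807 ± 141 to 180 ± 60.8. Hbb-bs rose to 1110 ± 172 against 44.8 ± 27.8, Hba-a1 to 228 ± 34 against 12 ± 11 and Mcpt4 to 209 ± 268 against 0.0426 ± 0.0738. Dntt was 1220 ± 367 against 2530 ± 568 (log2 difference -1.08, adjusted p = 1), and Rag1, Il7r and Flt3 did not pass either.

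The erythroid list rose in KO LMPP GFP-negative cells, with a median of 1.74 (camera adjusted p = 4.28e-20, adjusted p = 0.00169 with an estimated correlation). Hbb-bs and Hba-a1 were the 2 of 22 members that passed over all genes, and adjusted over the list alone 9 rose. It was the only list to keep its call with an estimated correlation among 10 lists that passed with the preset one. The stem cell list had a median of 0.57 with none of 28 members passing over either set (camera adjusted p = 1.76e-05, adjusted p = 0.0663 with an estimated correlation). The mast cell list had a median of 1.14, with none of 14 passing and 3 rises over the list alone (1.17e-05, adjusted p = 0.142 with an estimated correlation, and 0.0827 without KO replicate 2). Of the granulocyte and monocyte list 2 of 23 fell and over the list alone 3 fell (median -0.16, camera adjusted p = 0.000728, adjusted p = 0.293 with an estimated correlation). The interferon response list had a median of 0.53 and none of 20 members passed (camera adjusted p = 0.000102, adjusted p = 0.108 with an estimated correlation). The cell cycle list had a median of -0.35 (4.08e-06, adjusted p = 0.192 with an estimated correlation). That of the mitochondrially encoded list was 0.37 (0.00023, and 0.376), of the megakaryocyte and platelet list 0.16 (0.017, and 0.293) and of the ribosomal protein list -0.06 (0.0466, and 0.779). No member of these lists passed over all genes. Lymphoid priming genes had a median of -0.17, with 1 of 19 members falling over all genes and 1 over the list alone (camera adjusted p = 0.041, adjusted p = 0.272 with an estimated correlation, and 0.212 and 0.23 without Ctrl replicate 2 and KO replicate 3). The TAL1 complex, E protein and Id protein list did not pass (median 0.03, mean -0.12, test direction down, adjusted p = 0.283).

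In LMPP GFP-negative cells 4 genes rose and 5 fell, and 402 had an unadjusted p under 0.05. The fits without Ctrl replicates 1, 2 and 3 called 2, 1 and 5 genes, and those without KO replicates 1, 2 and 3 called 4, 2 and 6. All 7 passing genes taken by the naming rule lost their call in at least 1 of these fits, Mpo and Atp8b4 with adjusted p = 0.109 without Ctrl replicate 2. The count was 19 without the 2 libraries of low detection and 44 with array weights. With a pseudocount of 0.1 ppm Hbb-bs and Hba-a1 did not pass (limma adjusted p = 0.167 and 0.0829).

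In LMPP GFP-positive cells, the most lymphoid-primed of the 4 populations by Rag2 level, red cell genes made up every named rise. Hbb-bs was 2050 ± 2700 in KO against 27.4 ± 30.6 (log2 change 5.58, SE 0.84, limma adjusted p = 0.00527). Slc4a1 was 253 ± 175 against 0.545 ± 0.795, Hba-a2 631 ± 928 against 2.48 ± 1.01, Hbb-bt 740 ± 897 against 16.4 ± 1.69 and Hba-a1 348 ± 375 against 9.42 ± 0.765. The large SDs came from KO replicate 3, the library of low detection, at 5170 for Hbb-bs against 421 and 559 in the other two. Without the 2 libraries of low detection the Hbb-bs change was 4.46 (adjusted p = 0.00176) and that of Hba-a1 3.32 (adjusted p = 0.0635). Dntt was 13700 ± 7460 against 11700 ± 2620, Il7r, the IL-7 receptor gene, 585 ± 20.3 against 355 ± 130 and Flt3 6290 ± 2040 against 6000 ± 225, and none of them passed (adjusted p = 0.968, 0.803 and 0.994).

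Of the erythroid list 5 of 22 rose in KO LMPP GFP-positive cells and 6 rose adjusted over the list alone (median 0.71, camera adjusted p = 3.45e-08, adjusted p = 0.0402 with an estimated correlation). The lymphoid priming list did not pass (median 0.06, adjusted p = 0.203), and none of its 19 members did. The mitochondrially encoded list had a median of 0.77, with none of 14 passing and 3 rises over the list alone (camera adjusted p = 2.73e-09, adjusted p = 0.151 with an estimated correlation), and a median of 0.38 without the 2 libraries of low detection. The ribosomal protein list had a median of 0.40 with none of 78 passing over either set (5.38e-16, adjusted p = 0.196 with an estimated correlation), and 0.11 without those 2 libraries. Tal1 was the only member of the TAL1 complex list to pass (list median 0.02, mean -0.27, adjusted p = 0.726). In all 5 genes rose, 2 fell and 1251 had an unadjusted p under 0.05. Removing Ctrl replicates 1, 2 and 3 left 0, 0 and 3 genes and removing KO replicates 1, 2 and 3 left 6, 6 and 0. All 5 named genes that passed lost their call without Ctrl replicate 1, Ctrl replicate 2 or KO replicate 3, and Hba-a1, Hba-a2 and Hbb-bt also without Ctrl replicate 3. The highest adjusted p was 0.0797 for Hbb-bs, Slc4a1 and Hba-a2 (without Ctrl replicate 2) and 0.206 for Hba-a1 and Hbb-bt (without KO replicate 3). From these 6 libraries alone the count was 0.

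Reporter-positive and reporter-negative cells were compared next, to describe what accompanies Rag2 expression when Tal1 is intact. Within Ctrl HSC, the GFP-positive cells carried more lymphoid and T lineage transcripts than the GFP-negative cells. Dntt was 3350 ± 1570 against 213 ± 67.1 (log2 change 3.87, SE 0.44, limma adjusted p = 2.17e-05), Il7r 474 ± 590 against 1.38 ± 2.31, and Notch1, a receptor of T lineage entry, 1700 ± 279 against 412 ± 124. Tcf7, a T lineage transcription factor gene, was 1060 ± 1220 against 13.4 ± 23.2, and Trbc1, a T cell receptor beta constant segment, 310 ± 134 against 3.59 ± 6.13. Bcl11b was 134 ± 53.2 against 0.0299 ± 0.0519 (4.98, SE 0.43, adjusted p = 2.37e-07). Higher too were Mpo, 73500 ± 29400 against 16000 ± 8450, and Ms4a3, a gene of granulocyte and monocyte progenitors, 621 ± 203 against 41 ± 17.5. Erythroid, megakaryocyte and stem cell genes were lower. Gata1, the erythroid and megakaryocyte transcription factor, was 0.173 ± 0.123 against 144 ± 41.1, Vwf 2.37 ± 2.62 against 301 ± 67.9, Pf4 0.718 ± 1 against 178 ± 55.5 and Hlf, a stem cell transcription factor gene, 1190 ± 783 against 4070 ± 977 (log2 changes -5.08, -5.62, -5.21 and -2.06).

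Of the lymphoid priming list 5 of 19 rose (Dntt, Il7r, Notch1, Rag2, Satb1) and 9 rose adjusted over the list alone, with a median of 1.37 (camera adjusted p = 9.06e-15, adjusted p = 0.000662 with an estimated correlation). Rag2 is the gene that the reporter marks, so its rise is not independent of the sort. Of the T and NK list 5 of 16 rose and over the list alone 7 rose (median 0.95, adjusted p = 3.8e-08, adjusted p = 0.00644 with an estimated correlation). The median of the T and NK lineage list was 2.30 without GFP-positive replicate 1, 0.55 without GFP-positive replicate 2 and 0.14 without both libraries of low detection, where Bcl11b fell below the filter, and the list passed in each. The erythroid list fell, 10 of 22 over all genes and 19 over the list alone (median -2.82, 6.27e-15, adjusted p = 0.00496 with an estimated correlation). The megakaryocyte and platelet list fell, 10 of 19 and 12 over the list alone (median -3.04, 1.45e-14, adjusted p = 0.00311 with an estimated correlation). The stem cell list fell, 10 of 28 and 19 over the list alone (median -1.96, 2.25e-12, adjusted p = 0.0045 with an estimated correlation). Of the granulocyte and monocyte list 4 of 23 rose and 6 over the list alone (median 1.59, 1.32e-10, adjusted p = 0.0513 with an estimated correlation). The B lineage list did not pass (median -0.23, mean 0.09, test direction up, adjusted p = 0.203), although its member Ighm rose. The mitochondrially encoded list had a median of 0.59, with 1 of 14 rising and 3 over the list alone (5.81e-06, adjusted p = 0.281 with an estimated correlation), and the ribosomal protein list 0.39, with none of 78 passing over either set (9.52e-15, adjusted p = 0.219 with an estimated correlation). The median over all genes was -0.24.

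In Ctrl HSC 124 genes rose and 317 fell, with 2874 at an unadjusted p under 0.05. Counts were 191, 238 and 174 without GFP-negative replicates 1, 2 and 3, and 782, 224 and 1194 without GFP-positive replicates 1, 2 and 3. Of the 43 named genes that passed, 30 passed in all 6 fits, Bcl11b, Dntt, Il7r, Notch1, Tcf7, Trbc1, Gata1, Vwf, Pf4, Hlf and Ms4a3 among them, and Mpo lost its call without GFP-negative replicate 3 (adjusted p = 0.0921). The count was 728 without the 2 libraries of low detection, 150 with array weights and 0 from these 6 libraries alone.

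In KO HSC, GFP-positive cells differed from GFP-negative cells in some of the same genes. Mpo was 33600 ± 18100 against 3460 ± 993 (log2 change 3.13, SE 0.49, limma adjusted p = 0.0015). Dntt was 970 ± 377 against 236 ± 124, Notch1 887 ± 174 against 319 ± 92.4 and Flt3 1470 ± 721 against 447 ± 317. Clec12a, a myeloid lectin receptor gene, was 760 ± 139 against 73.7 ± 18.7. Trbc1 was 90.3 ± 8.88 against 8.73 ± 9.79 (3.21, adjusted p = 0.0136). Tpsb2 and Mcpt4 were lower, 1.12 ± 1.36 against 805 ± 684 and 4.38 ± 3.19 against 515 ± 414, as was Pf4, 6.8 ± 10.6 against 265 ± 141. Il7r was 65 ± 22.6 against 14.5 ± 16 and did not pass (adjusted p = 0.635).

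Here 4 of 19 lymphoid priming genes rose, Dntt, Flt3 and Notch1 among them, and 1 fell (Mef2c), or 8 and 1 adjusted over the list alone (median 1.04, camera adjusted p = 4.53e-09, adjusted p = 0.00436 with an estimated correlation). The erythroid list fell, 2 of 22 and 12 over the list alone (median -1.66, adjusted p = 3.15e-20, adjusted p = 0.00169 with an estimated correlation), and so did the megakaryocyte and platelet list, 3 of 19 and 12 over the list alone (median -2.19, 9.51e-22, adjusted p = 0.000662 with an estimated correlation). The stem cell list fell, 1 of 28 and 5 over the list alone (median -1.09, 1.66e-09, adjusted p = 0.011 with an estimated correlation). The T and NK list did not pass (median 0.03, adjusted p = 0.46), with Trbc1 its only member that passed and 2 rises over the list alone. Of the mast cell list 2 of 14 fell and 4 over the list alone (median -1.73, 8.24e-07, adjusted p = 0.102 with an estimated correlation). Of the granulocyte and monocyte list Mpo rose and 9 over the list alone (median 1.20, 7.52e-07, adjusted p = 0.126 with an estimated correlation). In all 25 genes rose, 36 fell and 878 had an unadjusted p under 0.05. Without GFP-negative replicates 1, 2 and 3 the counts were 22, 24 and 100, and without GFP-positive replicates 1, 2 and 3 they were 43, 51 and 30. Of the 29 passing genes taken by the naming rule, Atp8b4, Cavin2, Cdh1, Ces2g, Clec12a, Mpo, Mt2, Nckap1 and Pf4 were among 10 that passed in all 6 fits. Dntt, Flt3, Notch1, Tpsb2, Mcpt4 and Trbc1 did not, with highest adjusted p of 0.383, 0.453, 0.132, 0.123 (these without GFP-negative replicate 2), 0.0531 and 0.109 (without GFP-negative replicates 1 and 3). The count was 145 without the 2 libraries of low detection, 242 with array weights and 24 from these 6 libraries alone, of which 13 were among the 61.

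In Ctrl LMPP the GFP-positive cells were higher in Il7r, 355 ± 130 against 10.8 ± 8.71 (log2 change 4.71, SE 0.85, limma adjusted p = 0.0231), and in Cmah, an enzyme gene of sialic acid synthesis, 2280 ± 494 against 556 ± 80.8. Hlf was lower, 1190 ± 266 against 6310 ± 789 (-2.41, adjusted p = 0.00911), as were Cd63, 64.6 ± 37.7 against 260 ± 34.5, Ttc39b and Speg. Dntt was 11700 ± 2620 against 2530 ± 568 and Rag1, the partner of Rag2 in the recombinase, 184 ± 76 against 13.9 ± 5.89, and neither passed (adjusted p = 0.0535 and 0.0679).

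The lymphoid priming list rose in Ctrl LMPP, 2 of 19 members over all genes (Il7r, Rag2), or 10 rises and 2 falls adjusted over the list alone (median 0.74, camera adjusted p = 5.18e-15, adjusted p = 0.000662 with an estimated correlation). The cell cycle list rose with no member passing over all 25 genes and 5 rises over the list alone (median 0.69, 1.41e-18, adjusted p = 0.0138 with an estimated correlation). Its member Mki67 was 10600 ± 1250 against 5160 ± 587 (adjusted p = 0.192). The stem cell list fell, 1 of 28 members and 5 over the list alone (median -1.32, 4.15e-15, adjusted p = 0.0021 with an estimated correlation). The B lineage list had a median of 0.32, with none of 12 passing and 2 rises over the list alone (0.00589, adjusted p = 0.108 with an estimated correlation). In all 5 genes rose and 4 fell, with 804 genes at an unadjusted p under 0.05. They became 3, 5 and 0 genes without GFP-negative replicates 1, 2 and 3, and 11, 1 and 8 without GFP-positive replicates 1, 2 and 3. All 6 named genes other than Rag2 lost their call in some of these fits, Il7r at adjusted p = 0.183 without GFP-negative replicate 1 and Hlf and Cmah at 0.129 without GFP-positive replicate 2. The count was 76 without the 2 libraries of low detection and 141 with array weights, 14 with no filter and 3 with a pseudocount of 0.1 ppm.

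In KO LMPP, Dntt was 13700 ± 7460 in GFP-positive cells against 1220 ± 367 in GFP-negative cells (log2 change 3.40, SE 0.44, limma adjusted p = 0.000121), Il7r 585 ± 20.3 against 18.6 ± 9.34 and Notch1 3750 ± 754 against 1190 ± 279. Irf8, a dendritic cell and monocyte transcription factor gene, was 827 ± 290 against 58.9 ± 31.5. Proliferation genes were higher, Mki67 at 11200 ± 2700 against 3970 ± 1500 and Ccna2, which encodes cyclin A2, at 1460 ± 534 against 408 ± 173. Stem cell genes were lower: Procr, which encodes the protein C receptor, 5.54 ± 5.07 against 249 ± 40.5, Hlf 2300 ± 702 against 12000 ± 957 and Meis1 677 ± 340 against 2000 ± 199.

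Of the lymphoid priming list 6 of 19 rose, Dntt, Il7r, Ly6d, Notch1 and Rag2 among them, or 11 rises and 1 fall adjusted over the list alone (median 1.07, camera adjusted p = 4.07e-13, adjusted p = 0.00116 with an estimated correlation). Of the cell cycle list 7 of 25 rose and 17 over the list alone (median 1.10, 1.24e-20, adjusted p = 0.00962 with an estimated correlation). The stem cell list fell, 4 of 28 and 14 over the list alone (median -1.48, 2.37e-11, adjusted p = 0.00603 with an estimated correlation). Of the megakaryocyte and platelet list 4 of 19 fell and 9 over the list alone (median -1.35, 8.83e-06, adjusted p = 0.0663 with an estimated correlation). The dendritic cell and antigen presentation list did not pass (median -0.31, mean -0.02, test direction up, adjusted p = 0.491), with Irf8 and Itgax rising. The ribosomal protein list had a median of 0.53 (3.06e-19, adjusted p = 0.151 with an estimated correlation) and the mitochondrially encoded list 0.52 (0.00046, adjusted p = 0.398 with an estimated correlation), with no member of either passing over either set. Without the 2 libraries of low detection these medians were 0.26 (adjusted p = 5.8e-06) and 0.17 (adjusted p = 0.219). Altogether 95 genes rose and 92 fell, 2509 having an unadjusted p under 0.05. Dropping GFP-negative replicates 1, 2 and 3 gave 72, 67 and 154 genes, and dropping GFP-positive replicates 1, 2 and 3 gave 300, 369 and 54. Of the 35 passing genes taken by the naming rule, 16 passed in all 6 fits, with Ccna2, Dntt, Hlf, Il7r, Irf8, Mki67 and Notch1 among them, while Procr and Meis1 lost their call without GFP-positive replicate 3 (adjusted p = 0.181 and 0.0825). The count was 799 with array weights and 8 from these 6 libraries alone, all 8 among the 187.

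**Figure D3:**
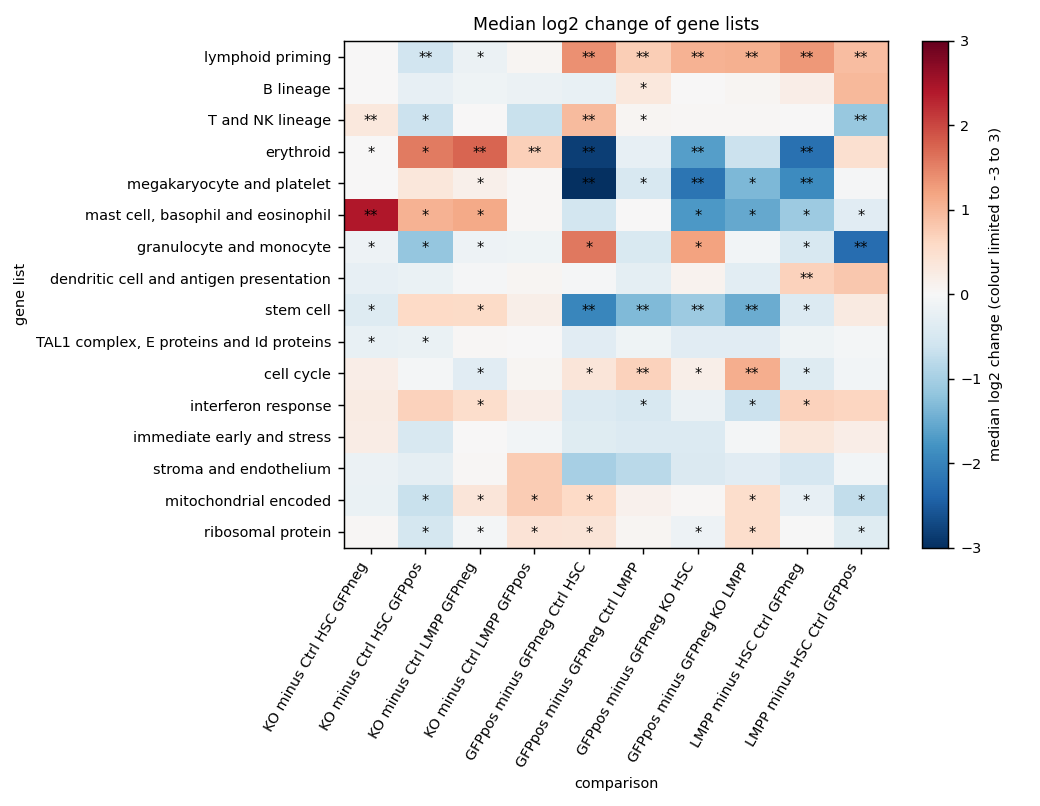
Median log2 change of the members of each fixed gene list in the 10 comparisons between groups of 3 libraries. Colour gives the median, limited to -3 to 3, a single star marks lists that passed camera with the preset correlation and a double star those that also passed with an estimated correlation. The lymphoid priming list was higher in GFP-positive than in GFP-negative cells in all 4 reporter comparisons, with medians of 1.37, 0.74, 1.04 and 1.07.

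Ctrl LMPP were compared with Ctrl HSC as a reference for the CD135 sort. Among GFP-negative cells, Flt3, which encodes CD135 itself, was 4590 ± 196 in LMPP against 797 ± 220 in HSC (log2 change 2.55, SE 0.40, limma adjusted p = 0.00152). Dntt was 2530 ± 568 against 213 ± 67.1, Ighm, the mu heavy chain constant gene, 2630 ± 657 against 513 ± 128 and Notch1 1700 ± 247 against 412 ± 124. Erythroid and megakaryocyte genes were lower: Mfsd2b 3.12 ± 3.15 against 496 ± 45.6, Gata1 2.67 ± 4.52 against 144 ± 41.1, and Pf4 3.4 ± 4.32 against 178 ± 55.5. Elane, which encodes neutrophil elastase, was 14.9 ± 18.3 against 703 ± 436. The lymphoid priming list rose, 4 of 19 and 8 adjusted over the list alone (median 1.30, camera adjusted p = 2.01e-21, adjusted p = 0.000359 with an estimated correlation). The dendritic cell list rose with none of 16 members passing over all genes, and 4 rises and 1 fall over the list alone (median 0.69, 4.06e-06, adjusted p = 0.00157 with an estimated correlation). The erythroid list fell, 5 of 22 and 14 over the list alone (median -2.23, 9.46e-27, adjusted p = 0.000662 with an estimated correlation), as did the megakaryocyte and platelet list, 6 of 19 and 7 over the list alone (median -1.88, 3.61e-24, adjusted p = 0.000662 with an estimated correlation). Of the granulocyte and monocyte list 2 of 23 fell and 2 over the list alone (median -0.48, 0.000806, adjusted p = 0.293 with an estimated correlation).

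Among these GFP-negative cells 19 genes rose and 41 fell, and 745 had an unadjusted p under 0.05. Leaving out 1 HSC replicate gave 42, 39 and 36 genes and leaving out 1 LMPP replicate gave 32, 29 and 51, in replicate order 1, 2 and 3. The genes named with values in this comparison passed in all 6 fits, and 15 of the 30 named genes lost their call in at least 1. The count was 131 without the 2 libraries of low detection and 443 with array weights.

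Among GFP-positive Ctrl cells T lineage genes were lower in LMPP than in HSC. Trbc1 was 0.541 ± 0.937 in LMPP against 310 ± 134 in HSC (log2 change -5.99, SE 0.64, limma adjusted p = 4.94e-06), Bcl11b 0.0529 ± 0.0917 against 134 ± 53.2 and Tcf7 18.8 ± 31.2 against 1060 ± 1220. Elane was 24.4 ± 21.1 against 7440 ± 4820, Ms4a3 1.8 ± 1.9 against 621 ± 203 and Mpo 8080 ± 3500 against 73500 ± 29400. Dntt was higher in LMPP, 11700 ± 2620 against 3350 ± 1570 (1.92, adjusted p = 0.0305), as was Mef2c, 3670 ± 669 against 1660 ± 376. The granulocyte and monocyte list fell, 8 of 23 and 14 adjusted over the list alone (median -2.29, camera adjusted p = 2.07e-22, adjusted p = 0.00436 with an estimated correlation). Of the T and NK list 3 of 16 fell (Bcl11b, Tcf7, Trbc1) and Zap70 rose, or 6 and 2 over the list alone (median -1.14, 4.08e-06, adjusted p = 0.0189 with an estimated correlation), and the median of the T and NK lineage list was -0.63 (adjusted p = 0.0151) without both libraries of low detection, where Bcl11b fell below the filter. Of the lymphoid priming list 2 of 19 rose and 8 over the list alone (median 0.93, 5.63e-05, adjusted p = 0.0402 with an estimated correlation). The mitochondrially encoded list had a median of -0.73, with none of 14 passing and 2 falls over the list alone (1.18e-08, adjusted p = 0.168 with an estimated correlation), and the ribosomal protein list -0.37, with none of 78 passing over either set (1.95e-13, adjusted p = 0.24 with an estimated correlation).

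For LMPP against HSC among GFP-positive cells 93 genes rose and 52 fell, and 2486 had an unadjusted p under 0.05. Excluding HSC replicates 1, 2 and 3 gave 344, 136 and 906 genes, and excluding LMPP replicates 1, 2 and 3 gave 96, 36 and 50. Of the 26 named genes that passed, Bcl11b, Elane, Elp6, Fam167a, Fcgr3, Mgam, Mpo, Ms4a3, Olr1, Tcf7 and Trbc1 passed in all 6 fits, while Dntt and Mef2c lost their call without LMPP replicate 2 (adjusted p = 0.149 and 0.101). The count was 575 without the 2 libraries of low detection, 32 with array weights and 0 from these 6 libraries alone.

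Whether the effect of Tal1 loss differed with reporter state or population was tested by interactions. Bcl11b was the only gene to pass for the interaction of genotype and GFP in HSC (log2 interaction -4.52, SE 0.61, limma adjusted p = 0.00149). It rose with GFP in Ctrl HSC by 4.98, while the difference in KO HSC was 0.46 (adjusted p = 0.999). Between LMPP and HSC among GFP-positive cells 5 genes passed. Fits that left out 1 library gave 1 to 19 genes for the interaction with GFP in HSC. They gave 3 to 124 for that with population among GFP-positive cells. Both counts were highest without Ctrl HSC GFP-positive replicate 3. The KO effect on St8sia6, Syde1, Gzmb and Cdh1 was lower in LMPP than in HSC (-7.37, -6.00, -5.92 and -4.71, adjusted p = 0.000727, 0.0247, 0.0164 and 0.00717), and that on Bcl11b was higher (4.53, adjusted p = 0.000727). Bcl11b was near 0 in Ctrl LMPP GFP-positive and Ctrl HSC GFP-negative cells, so a fall in KO could not be seen there. Both of its interactions therefore restate its difference in HSC GFP-positive cells. Bcl11b, Cdh1 and St8sia6 passed in all 12 fits that left out 1 library, while Gzmb and Syde1 failed in 6 and 7 of them, with adjusted p up to 0.0701 without Ctrl LMPP replicate 1 and 0.167 without KO HSC replicate 3. Bcl11b did not pass the interaction with GFP with a pseudocount of 0.1 ppm (-6.04, adjusted p = 0.105), with array weights (-4.29, adjusted p = 0.0737) or from its own 12 libraries alone (-4.52, adjusted p = 0.605). With the same 3 settings St8sia6 gave adjusted p of 0.00325, 0.0107 and 0.0779 for the interaction with population, Bcl11b 0.0501, 0.072 and 0.192, Cdh1 0.0794, 0.149 and 0.0978, Gzmb 0.114, 0.118 and 0.0779, and Syde1 0.0794, 0.128 and 0.78. Without both libraries of low detection St8sia6 kept its call (-7.21, adjusted p = 0.00381), Syde1, Gzmb and Cdh1 did not (adjusted p = 0.0721, 0.0903 and 0.0903), and Bcl11b fell below the filter on low values. No gene passed in limma for the interaction with GFP in LMPP or with population among GFP-negative cells, where 531 and 384 genes had an unadjusted p under 0.05. Array weights gave 6 and 14 genes there. No gene list passed an interaction with an estimated correlation, the nearest being T and NK with GFP in HSC (median -1.15, adjusted p = 0.0595) and stem cell with population among GFP-negative cells (median 0.95, adjusted p = 0.0595). With the preset correlation these and other lists passed (camera adjusted p = 7.08e-07 and 1.15e-08). The smallest value was that of the ribosomal protein list with population among GFP-positive cells (median 0.90, adjusted p = 1.93e-37). The same list followed with GFP in HSC (median -0.54, adjusted p = 1.35e-18) and with GFP in LMPP (median 0.50, adjusted p = 5.71e-16). Next was the mitochondrially encoded list with population among GFP-positive cells (median 1.47, adjusted p = 1.17e-14). For that interaction the median over all genes was -0.33.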

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

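The tests of cell admixture, red cell RNA and the library of low detection were chosen only after the results were seen, and the splits of the libraries were set before. For the Gzmb ratio and the T and NK list, a bound on the spread or on the median was added later still, and the test of mature T cells was moved from the genes that fell to the whole list.

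A gene was marked for a closer look where its genotype effect differed between groups by an interaction test in limma. Bcl11b met this for genotype and GFP in HSC (-4.52, adjusted p = 0.00149). For genotype and population among GFP-positive cells it was met by Bcl11b (4.53), Cdh1 (-4.71), St8sia6 (-7.37), Gzmb (-5.92) and Syde1 (-6.00). Of 100 drawn splits, 17 called as many genes for the first of these interactions and 9 for the other, the real split included, with up to 10 and 8 genes elsewhere. A split can turn a genotype effect within a population into an interaction, so these shares do not measure chance. Chance is not excluded as a source of the counts. For the interactions with GFP in LMPP and with population among GFP-negative cells the real count was 0, which every split matches (100 of 100 in each), so nothing was tested there. The highest other counts were 3 and 7.

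For the 10 comparisons of 3 against 3 libraries, the real split alone called the most genes, so the value is 1 split in each. As 10 splits are too few for a share under 0.05, this decides nothing. The real and the highest other counts were 26 and 1, 70 and 7, 9 and 0, and 7 and 1 for KO against Ctrl in HSC GFP-negative, HSC GFP-positive, LMPP GFP-negative and LMPP GFP-positive cells. They were 441 and 3, 9 and 0, 61 and 2, and 187 and 3 for GFP in Ctrl HSC, Ctrl LMPP, KO HSC and KO LMPP. For LMPP against HSC they were 60 and 1, and 145 and 3.

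Globin transcripts were higher in KO in all 4 populations. If red cell RNA were the source, the ratio of Slc4a1 to Hbb-bs should be steady over KO libraries. It spanned 9.25-fold (0.0846 to 0.783), but the lowest ratio was that of LMPP GFP-positive replicate 3, a library of low detection, and the others lay between 0.208 and 0.783, under the 4-fold set for a steady ratio. Meanwhile Hba-a1 to Hbb-bs stayed between 0.151 and 0.349 and other red cell transcripts had medians above 0 in all 4 populations (0.67, 0.44, 0.47 and 0.98). As 1 library decides between a steady ratio and an unsteady one, red cell RNA stays undecided and is not excluded. If erythroid progenitors lay in the gate, their genes should be higher too. Their median was 0.68 in LMPP GFP-negative cells, the direction that explanation needs, and -0.07 in LMPP GFP-positive cells, which is undecided, in what was at first 1 test divided by population after its values were seen. In HSC GFP-negative cells it was -0.38 (SE 0.20, 3 of 12 genes above 0), opposite to the direction needed. Their Ctrl libraries already hold such transcripts, so a small share could still be hidden. In HSC GFP-positive cells it was 0.97 (SE 0.28, 10 of 12 above 0), the direction needed. An effect of genotype on globin expression was not tested apart from these.

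Mast cell transcripts were higher in KO HSC GFP-negative cells. If mast cells or their precursors lay in that gate, other mast cell markers should be higher. Their median was 1.72 (15 of 16 above 0, none passing), against 6.17 for the proteases Cma1, Mcpt4 and Tpsb2, so this explanation may hold and is not separated from expression of these genes by progenitors. For Gzmb in KO HSC GFP-positive cells the lowest ratio to the sum of the 3 proteases was 6.03, against 0.233 to 2.04 in KO HSC GFP-negative cells. As that ratio is not steady within 1 group, it excludes nothing. In KO LMPP GFP-negative cells the proteases (sums of 18.3 to 1300) came almost without Gzmb (0.106 to 25.2), which goes against 1 shared source but does not exclude it in HSC. In HSC GFP-positive cells Ms4a2 rose, while other mast cell markers had a median of 0.34 (SE 0.31, 11 of 16 above 0) and the 3 proteases 0.90, none of them passing, so mast cells stay open as a source of Gzmb there. Whether Tal1 loss itself raises Gzmb remains an untested hypothesis.

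In HSC GFP-positive cells 2 of 16 T and NK list members passed as lower in KO, Gzmb passed as higher, and the list (median -0.64) lost its call with an estimated correlation (adjusted p = 0.138). Mature T cells in the Ctrl gate should raise genes abundant in such cells. Their median difference, Ctrl minus KO, was 0.35 (SE 0.30, none passing), against 0.64 for the whole list, so such cells may have contributed. For GFP-positive against GFP-negative cells in Ctrl HSC the median of these genes was 0.55 (SE 0.32), with 12 of 15 above 0 and none passing. Such cells are therefore not excluded as part of the T lineage difference by GFP there. The Lin-negative, Sca1-positive, Kit-positive sort would leave out most mature T cells, as it would red cells, and its purity was not measured. Without the library of low detection the T and NK list lost its call (camera adjusted p of 0.0637) while its median moved only from -0.64 to -0.59, so whether the library makes the pattern is undecided. Bcl11b passed this comparison in every fit that left out 1 library, but not from its 6 libraries alone (limma adjusted p = 0.613). A need for Tal1 in these cells is a hypothesis that the data do not test further.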

How the results depend on the processing

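Both added settings, without the 2 libraries of low detection and with array weights, were chosen only after the data were seen. No named gene that passed in any fit changed its sign. Some list medians near 0 did, and the 1 gene called for genotype and GFP in HSC without both libraries of low detection was a rise and not Bcl11b. Count-model tests were not run because whole reads could not be recovered. Where a value below differs, the cause was not tested, apart from the fewer libraries of some fits. Of 75 pairs of list and comparison that passed with the preset correlation, 27 also passed with an estimated correlation between genes. With the preset correlation these 27 passed in every other setting in which lists were tested and every fit that left out 1 library. Fits to own libraries were not run for lists. The estimated correlation was applied to the main fit only, so calls made with it were not rechecked in other settings. Of 226 named calls, fits to each comparison's own libraries lost 173, array weights 47, the pseudocount 46, replicate block 3, rescaling 3 and no filter 1, and the fit without both libraries of low detection lost 14 of 221. Of 1392 named calls refitted without 1 library, 439 were lost. Calls were also gained. Of 355 named values that did not pass, 81 passed with array weights, 30 with the replicate block and 14 from own libraries. The pseudocount gained 6, no filter 3 and rescaling 2. Without both libraries of low detection 55 of 353 passed, and of 2214 such values refitted without 1 library 59 passed. Rescaling by median of ratios moved no count by over 1.5 times.

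A pseudocount of 0.1 ppm gave 13 genes for KO against Ctrl in HSC GFP-negative cells, 3 for GFP in Ctrl LMPP, 0 for the interaction of genotype and GFP in HSC and 1 for that of genotype and cell type in GFP-positive cells, and Tal1 in LMPP GFP-positive cells at -4.44 (adjusted p = 0.17). No filter gave 14 genes for GFP in Ctrl LMPP. Array weights gave 174, 4 and 44 genes for KO against Ctrl in HSC GFP-negative, HSC GFP-positive and LMPP GFP-negative cells, 150, 141, 242 and 799 for GFP in Ctrl HSC, Ctrl LMPP, KO HSC and KO LMPP, 443 and 32 for LMPP against HSC in GFP-negative and GFP-positive cells, and 0, 6, 14 and 1 for the interactions. With weights Tal1 in HSC GFP-negative cells was -2.43 (adjusted p = 3.15e-05) and Rag2 by GFP in KO HSC 2.10 (adjusted p = 0.00267).

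Without both libraries of low detection, KO against Ctrl gave 52 (HSC GFP-negative), 312 (HSC GFP-positive) and 19 (LMPP GFP-negative) genes, GFP gave 728 (Ctrl HSC), 76 (Ctrl LMPP) and 145 (KO HSC), LMPP against HSC gave 131 and 575, and genotype and cell type in GFP-positive cells gave 1. Tal1 in HSC GFP-negative cells was -2.34 (adjusted p = 0.000355) and Rag2 in KO HSC 2.12 (adjusted p = 0.0198).

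The libraries of each comparison alone gave 15 (HSC GFP-negative), 0 (HSC GFP-positive) and 0 (LMPP GFP-positive) genes for KO against Ctrl, 0 (Ctrl HSC), 24 (KO HSC) and 8 (KO LMPP) for GFP, 0 for LMPP against HSC in GFP-positive cells, and 0 and 0 for the interactions with GFP in HSC and with cell type in GFP-positive cells. Tal1 was -2.34 (adjusted p = 0.0151) in HSC GFP-negative and -3.79 (adjusted p = 0.866) in LMPP GFP-positive cells, and Rag2 4.11 (adjusted p = 0.21) in Ctrl HSC and 2.12 (adjusted p = 0.0484) in KO HSC.

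Populations of 1 genotype share description numbers and the genotypes share replicate numbers, and the labels tie neither to an animal. Correlations of same-numbered deviations were between -0.04 and 0.12 and no comparison had every pair above 0.1. In 5 of the 10 comparisons all 6 libraries were closest to their own number. These were the 4 by GFP and LMPP against HSC in GFP-positive cells. All lie within genotypes, where description numbers are shared, and each same-number correlation there exceeded the highest other one. Between genotypes it was 2 to 4 of 6 libraries, and for LMPP against HSC in GFP-negative cells 3 of 6. This is a hint from the data, not the design, that libraries of a description number are related. The main fit does not model it. As a block, the number (replicate number between genotypes, description number within) gave 15 genes for KO against Ctrl in LMPP GFP-negative cells, 15 for GFP in Ctrl LMPP and Rag2 in KO HSC at 2.12 (adjusted p = 0.0383), and moved no other count by over 1.5 times.

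Leaving out 1 library at a time gave 6 to 48, 8 to 706, 1 to 6 and 0 to 6 genes for KO against Ctrl (order as above, LMPP GFP-positive last), 174 to 1194, 0 to 11, 22 to 100 and 54 to 369 for GFP in Ctrl HSC, Ctrl LMPP, KO HSC and KO LMPP, 29 to 51 and 36 to 906 for LMPP against HSC, and 1 to 19, 0 to 1, 0 to 2 and 3 to 124 for the interactions. Lists passing ranged from 69 to 79. Tal1 in LMPP GFP-positive cells ranged from -4.82 to -2.35 (adjusted p = 0.058 without KO replicate 3) and Rag2 in Ctrl LMPP from 3.39 (adjusted p = 0.0706 without GFP-negative replicate 3) to 4.10.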

Other observations

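Several of the protease genes that rose in KO HSC GFP-negative cells lie together on chromosome 14 (GRCm38/mm10): Cma1 at 55941451, Mcpt4 at 56059629 and Gzmb at 56258838, all on the minus strand, with Ctsg at 56099881 between them. Ctsg, which fell in KO LMPP GFP-negative cells (-4.42, limma adjusted p = 0.0253), moved against Mcpt4, which rose there (4.65, adjusted p = 0.0362), so the cluster did not move as a block. This neighbourhood was noticed after the values were seen and was not tested.

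Most genes that changed with the reporter in one genotype had the same direction in the other. Of 441 genes that changed with GFP in Ctrl HSC, 362 (82.1%) had the same direction in KO HSC, which shares no library, and 35 passed in both, all in the same direction, where 0.191 rising and 0.704 falling were expected by chance. The correlation over all genes was 0.284. Of 187 genes that changed in KO LMPP, 182 (97.3%) had the same direction in Ctrl LMPP, and Cd63, Cmah, Hlf, Il7r, Rag2 and Ttc39b passed in both. Across KO comparisons of different populations, Hba-a1 and Hbb-bs passed in all 4 in the main fit. These comparisons also share no library, but all use the same 6 description numbers. With a pseudocount of 0.1 ppm Hbb-bs did not pass in HSC and LMPP GFP-negative cells (limma adjusted p = 0.144 and 0.167). Hba-a1 then failed in HSC GFP-negative, LMPP GFP-negative and LMPP GFP-positive cells (adjusted p = 0.134, 0.0829 and 0.147). With array weights neither passed in HSC GFP-positive cells (Hbb-bs 0.0709, Hba-a1 0.112).

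The sex-linked list separated the replicates. In both genotypes replicates 1 and 2 had Xist between 45900 and 87700 normalised counts, the female pattern, while replicate 3 had Xist between 0.25 and 107 with Ddx3y between 122 and 343 and Eif2s3y between 146 and 509, the male pattern. Sex was therefore balanced between groups, with 4 female and 2 male description numbers.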
